A study of Homo sapiens with 24 samples.

How the data were processed

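RNA sequencing was carried out on human cells labelled SH-SY5Y, a neuroblastoma cell line, after depletion of the circular RNA ciRS-7. Per the labels, RNA was harvested 48 h after transfection, poly(A) RNA was selected, and non-stranded paired-end libraries with reads of 100 nt were sequenced on a DNBSEQ instrument. There were 4 knockdown (KD) setups, each with its own non-targeting control (NTC) and 3 libraries per group, which gave 8 groups and 24 libraries. In the agoshRNA setup a vector expressed a short hairpin RNA that is processed by Argonaute. In the gRNA and pre-gRNA setups a plasmid encoding the RNA-guided nuclease CasRx fused to GFP was co-transfected with a plasmid expressing the guide in mature or precursor form. In the syn-gRNA setup the guide was chemically synthesised, per the series title. Plasmids were delivered with a Lipofectamine reagent, while the delivery of the synthetic guide is not described in the labels.

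Each of the 4 deposited tables held raw read counts of 60658 genes in the 24 libraries, which the authors made from reads aligned to hg19 with STAR, per the column names. The counting tool, its settings and the annotation release are not stated. The counts were identical in the 4 tables. The authors' signal column was the mean over all libraries of counts divided by DESeq2 size factors, and it was identical in the 4 tables as well. The log2 fold change of KD against NTC and its p-value, one set per table, were made by the authors with DESeq2. Their model and filters are not stated. The 24 columns of normalized counts in each table were not used. Gene type, transcript length and GC content were taken from GENCODE release 29, which matched 93.2% of the genes. Positions are those given in the deposited tables for hg19.

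The column names carry the letters A, B and C, and the labels carry replicate numbers. Nothing in the files links the letters to the numbers, so libraries are named here by setup, arm and letter.

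Each setup was tested on its 6 libraries with the Wald test of DESeq2 1.42.0 in R 4.3.3, with its size factors and no covariates. Genes with at least 10 counts in at least 3 of the 6 libraries were tested, and Benjamini-Hochberg adjusted p-values under 0.05 were called. Differences of the KD effect between setups and differences between NTC groups were tested in 1 DESeq2 model of all 24 libraries with 1 coefficient per group, over the 6 pairs of setups. Log2 fold changes were compared between setups by correlation across genes, for which no p-value was computed because genes are not replicates. Single genes at the targeted locus were also compared by an exact two-sided permutation test of log2 of CPM plus 0.5, where CPM are counts scaled to a common library total. With 3 against 3 libraries that test cannot give a p-value under 0.1.

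Lists of genes were tested with camera in limma 3.58.1 on voom log2 CPM, with a preset inter-gene correlation of 0.01, two-sided, and adjusted over the 16 tests (4 lists in 4 setups). The lists were 26 targets of the microRNA miR-7, 18 interferon-response genes, 15 genes of the integrated stress response, and the genes with the miR-7 seed site GTCTTCCA in an annotated 3′ UTR. The last list held 964 of the 19399 genes with a 3′ UTR. The choices named up to this point, and most of the alternatives, were made before the data were examined. The exception is the naming of libraries by letter.

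Alternatives were edgeR 4.0.16 with TMM factors, limma-voom, TMM factors in DESeq2, other filters on low counts, protein-coding genes alone, DESeq2 without independent filtering and outlier handling, a fold-change minimum, other sets of libraries in the model, fry and an estimated correlation in the set test, Spearman correlation, and leaving out each library in turn. Alternatives that used the column letter as a term or offsets for GC content, and leaving out libraries in the correlations, were chosen after seeing the data. The closing section gives their effects.

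The genes to be named were fixed by a rule. It named LINC00632, CDR1 and CDR1-AS at the targeted locus. It also named, per setup, the 3 genes that rose most and the 3 that fell most among those with an adjusted p-value under 0.05, a mean of at least 50 counts and every KD library beyond every NTC library, genes called with the same sign in at least 3 of the 4 setups, and list members called in any setup. No gene met the parts that need a call. Every other gene named was chosen after its values were seen. Cell identity was examined with 3 lists of marker genes (noradrenergic neuroblastoma, kidney-lineage HEK293 and mesenchymal neuroblastoma), written after 11 further genes had been seen in these data. Of the noradrenergic list, 2 genes are not reported here; they were taken out of the list, its median and its test after the values had been seen, which raised the median above the limit of its prediction, so that tests on this list decide nothing.

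Total counts per library ranged from 10994974 to 16233777. A count of 0 allows up to 3 counts, a limit that covers counting error only. The tests were tested on simulated data with a dispersion of 0.02, in which 200 genes were changed, and by changing 200 genes with a mean of at least 100 counts in the real libraries. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots with matplotlib 3.10.9. Reads were not analysed here, so junctions of circular RNA were not counted.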

Results

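Polyadenylated RNA was profiled in 24 libraries of cells labelled SH-SY5Y, in 4 setups that each compared 3 libraries after depletion of ciRS-7 (KD) with 3 libraries of a non-targeting control (NTC). ciRS-7 is a circular RNA transcribed antisense to the gene CDR1 and is known for its many binding sites for miR-7. The setups were an Argonaute-processed hairpin (agoshRNA), CasRx with a plasmid-encoded mature guide (gRNA), CasRx with a plasmid-encoded precursor guide (pre-gRNA), and a synthetic guide (syn-gRNA). The series describes the experiment as a test of off-target effects of the 4 approaches on messenger RNA. Total counts ranged from 10994974 in syn-gRNA KD C to 16233777 in pre-gRNA NTC A. Between 16947 and 18863 genes had at least 10 counts per library. Mitochondrial genes took 3.36 to 5.13% of the counts, and the 10 most abundant genes took 5.93 to 8.03%.

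Libraries of the same group differed by more than counting error. The chi-square per degree of freedom between replicates lay between 2.9 and 251.8, where counting error alone gives values near 1, and Pearson correlations of log2 CPM lay between 0.803 and 0.995. XIST ranged from 534.2 to 10400.2 CPM across the libraries, a ratio of 19.5, and MALAT1 from 81.2 to 2994.6 CPM, a ratio of 36.9. GAPDH varied by a ratio of 2.5. These 3 genes were chosen after their values were seen. The first principal component of log2 CPM over 13835 genes held 68.4% of the variance and the second held 13%. Neither component separated KD from NTC, and in the plot of components the KD and NTC libraries of a setup mostly lay closer to the library of the same letter than to the other letters. The deviation of each KD library from its group mean correlated across genes with that of the NTC library of the same setup and letter, with r between 0.36 and 0.97. For libraries of the same setup with other letters the mean r lay between -0.69 and -0.06, where centring within groups of 3 pulls values below 0. The same letter in different setups gave r between -0.8 and 0.96, so the letters did not stand for the same batches across setups.

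**Figure D1:**
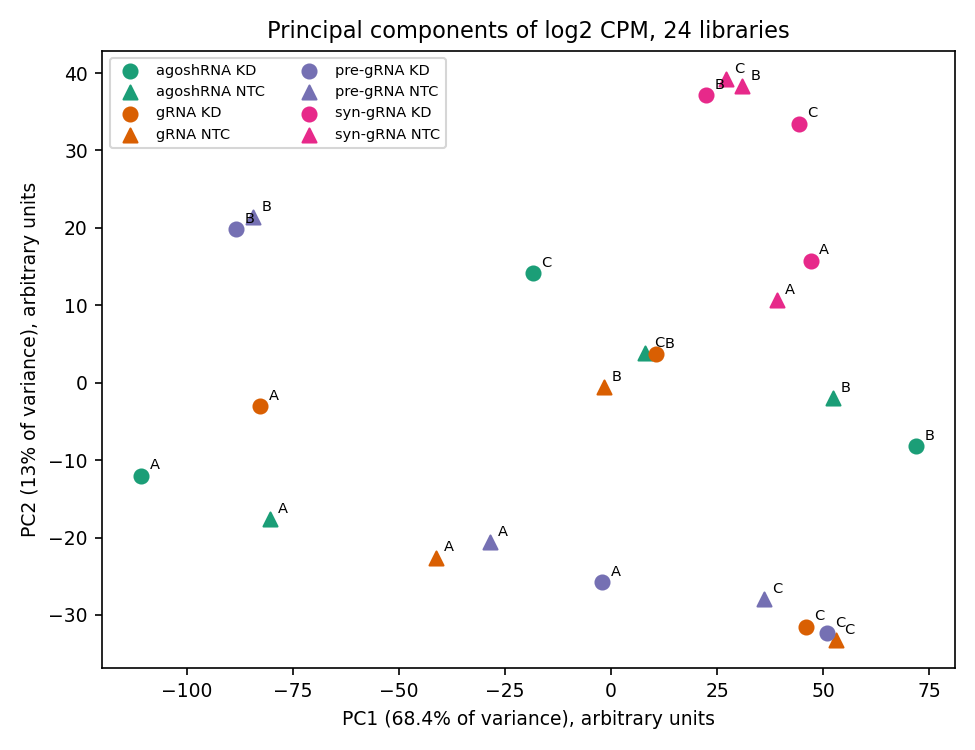
Principal components of log2 CPM of the 24 libraries, in arbitrary units, with 68.4% of the variance on the x axis and 13% on the y axis; colour gives the setup, circles are KD, triangles are NTC, and the letter is that of the column name. A circle and a triangle of the same colour and letter mostly lie near each other and away from the other letters of that colour; libraries B and C of syn-gRNA lie together.

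The first question was whether transcripts of the targeted locus fell. Poly(A) selection is meant to remove circular RNA, so the counts were read as linear transcripts of the locus and not as the depletion of ciRS-7 itself. Whether some circular RNA was carried over was not tested, since its junctions were not counted. LINC00632 (ENSG00000203930.10_2, hg19 chromosome X, 139791932 to 139854844, plus strand) is annotated as a non-coding gene of the antisense type, upstream of the circle on the same strand. It had 16 to 132 counts per library. Its level was 5 ± 3.74 CPM (SD, n = 3) in agoshRNA KD and 5.39 ± 3.17 CPM in NTC, 3.11 ± 1.56 in gRNA KD and 3.84 ± 0.62 in NTC, 3.81 ± 0.67 in pre-gRNA KD and 3.26 ± 1.06 in NTC, and 7.51 ± 1.06 in syn-gRNA KD and 7.48 ± 1.95 in NTC. Its log2 fold changes were -0.05 (SE 0.81), -0.24 (SE 0.49), 0.22 (SE 0.43) and -0.02 (SE 0.26) in the agoshRNA, gRNA, pre-gRNA and syn-gRNA setups, with an adjusted p-value of 1 in DESeq2 in each. The exact permutation p-values were 0.8, 0.6, 0.4 and 0.8. In no setup was the difference larger than the larger SD of its KD and NTC groups, although in the gRNA setup it exceeded the SD of NTC. The sign of the agoshRNA value changed with the library left out. It was 0.45 without KD A and -0.68 without KD C, in fits that kept the NTC library of the same letter. The column letter as a term, a choice made after seeing the data, gave -0.22 (SE 0.34), -0.32 (SE 0.37), 0.22 (SE 0.3) and 0.02 (SE 0.24) in the same order of setups. None of these was called.

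CDR1 (ENSG00000184258.6_2, chromosome X, 139864570 to 139867036, minus strand), a protein-coding gene, had 0 to 26 counts per library. CDR1-AS (ENSG00000281508.1_1, chromosome X, 139865341 to 139866825, plus strand) lies inside it on the opposite strand and had 0 to 16 counts, with at most 3 counts in 7 of the 24 libraries. The libraries are non-stranded and the counts of CDR1-AS never exceeded those of CDR1 (176 against 243 counts in total), so reads were not assigned to 1 of the strands. The log2 fold change of CDR1 was -0.22 (SE 1.31) in the agoshRNA setup, -0.33 (SE 0.97) in the gRNA setup and -0.39 (SE 0.64) in the syn-gRNA setup, each with an adjusted p-value of 1 in DESeq2. It had too few counts to be tested in the pre-gRNA setup, as had CDR1-AS in every setup. Exact permutation p-values lay between 0.7 and 0.8 for CDR1 and between 0.4 and 0.9 for CDR1-AS. The authors' deposited tables gave LINC00632 log2 fold changes of -0.12, -0.35, 0.21 and 0.07 and CDR1 log2 fold changes of -0.17, -0.43, 0.39 and -0.52 in the same order of setups, each with an adjusted p-value of 1.

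**Figure D2:**
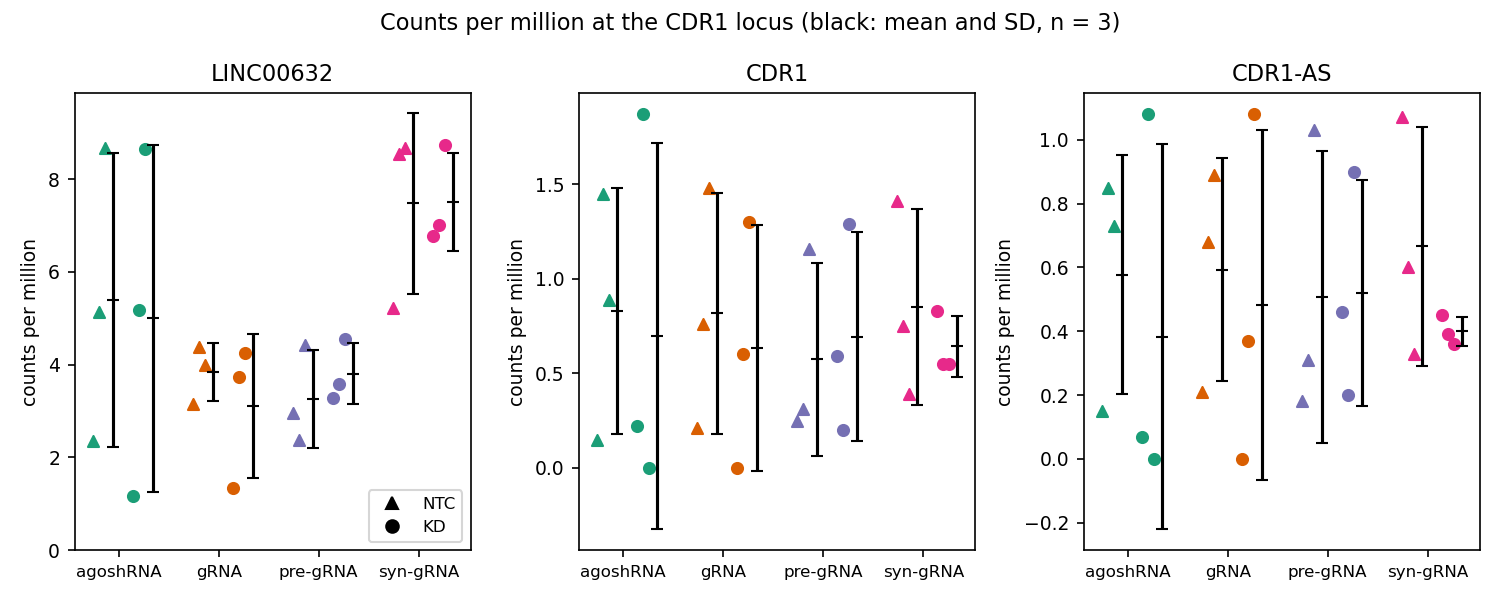
CPM (counts scaled to a common library total) of LINC00632, CDR1 and CDR1-AS in each library (triangles NTC, circles KD, 1 colour per setup), with the mean and SD of each group of 3 in black. KD and NTC libraries overlap for each gene in each setup.

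The second question was how many genes each KD changed. In DESeq2 no gene had an adjusted p-value under 0.05 in any setup. An unadjusted p-value under 0.05 was reached by 0 of 17806 genes in the agoshRNA setup, 17 of 18371 in the gRNA setup, 2 of 18717 in the pre-gRNA setup and 55 of 18513 in the syn-gRNA setup, fewer than the 5% that a test without any effect gives. Among the alternatives that kept all libraries and had no column letter, edgeR moved the unadjusted count most in the syn-gRNA setup, to 176, and the count of called genes stayed at 0 in each setup. The authors' deposited tables likewise held an adjusted p-value of 1 for each of 43760 genes, with unadjusted p-values under 0.05 for 111, 133, 84 and 104 genes in the agoshRNA, gRNA, pre-gRNA and syn-gRNA setups (0.25, 0.3, 0.19 and 0.24%).

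A count of 0 has to be read against what the libraries could show. When 200 genes were changed 2-fold in the real libraries, DESeq2 recovered 0% of them in the agoshRNA, gRNA and pre-gRNA setups and 99% in the syn-gRNA setup. After a 4-fold change it recovered 63, 93, 82.5 and 100%, in the order agoshRNA, gRNA, pre-gRNA and syn-gRNA. In simulated libraries with less spread between replicates, 92 to 96% of 2-fold changes were recovered at the same number of replicates. The median standard error of the log2 fold change was 0.533, 0.433, 0.495 and 0.205. In 3 of the 4 setups single genes changed 2-fold would therefore not have been called by this test. How well the test of lists would find a 2-fold change was not measured.

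Since same-letter libraries deviated together, each setup was also fitted with the letter as a term, a choice made after seeing the data. The median standard error fell to 0.231, 0.239, 0.172 and 0.178, and 91, 84, 97.5 and 99.5% of the 2-fold changes placed in the real libraries were recovered. In this fit 0 genes were called in the agoshRNA, gRNA and pre-gRNA setups, with 105, 113 and 1011 genes at an unadjusted p-value under 0.05 (0.59, 0.62 and 5.4%). In the syn-gRNA setup 1 gene was called and 241 (1.3%) had an unadjusted p-value under 0.05. The gene was MALAT1, with a log2 fold change of 0.44 and an adjusted p-value of 0.0115 in DESeq2. It was chosen after its values were seen, it varied by a ratio of 36.9 across the 24 libraries, and its level was higher in KD than in the NTC library of the same letter in each of the 3 letters. A fit of all 24 libraries with the letter within setup as a term called 0 genes in each setup. With 200 genes changed 2-fold in the real libraries, the fit of the 6 libraries with the letter also called 5 other genes in the syn-gRNA setup. These 5 are not known to be unaffected by the KD, so they are not known to be false calls.

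The third question was whether the KD effects of the setups differed from one another. In the model of all 24 libraries, with 20172 genes tested, 0 genes had an adjusted p-value under 0.05 for a difference of the KD effect in each of the 6 pairs of setups. An unadjusted p-value under 0.05 was reached by 29 to 45 genes per pair. With the letter within setup as a term, 0 genes were called again, with 111 to 1840 genes at an unadjusted p-value under 0.05. Across genes, the log2 fold changes of agoshRNA and gRNA correlated with Pearson r 0.34, those of agoshRNA and pre-gRNA with r -0.21, agoshRNA and syn-gRNA with r -0.07, gRNA and pre-gRNA with r -0.33, gRNA and syn-gRNA with r -0.15, and pre-gRNA and syn-gRNA with r 0.19. Genes are not independent replicates, and leaving out 1 library could reverse the sign in each of the pairs. For gRNA and pre-gRNA, r was 0.41 without pre-gRNA NTC B. Such a fit kept the same-letter partner of that library, so deviations shared by the letter entered the fold changes. With all libraries and the letter as a term the 6 correlations were 0.38, -0.34, -0.14, -0.32, -0.12 and 0.17. That fit used the same libraries, so it is no independent check of the signs. The fold changes also followed GC content, with Spearman rho of 0.34, 0.55, -0.67 and -0.39 in the 4 setups, over 13273, 13691, 13934 and 13416 genes. After removal of the GC trend the 6 correlations were 0.21, -0.1, -0.02, -0.15, -0.04 and 0.07. Among genes with a mean of at least 50 counts they were 0.54, -0.34, -0.14, -0.59, -0.25 and 0.32 before the removal. After it they were 0.35, -0.15, -0.03, -0.36, -0.06 and 0.11. The number of genes called with the same sign in 2 or more setups was 0, and so was the number with an unadjusted p-value under 0.05 and the same sign in 2 or more setups.

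The NTC groups were compared to size the differences between setups apart from the KD. Setup, delivery and any processing batch cannot be told apart in this design. Of 20172 genes, DESeq2 called 10 between agoshRNA and gRNA NTC (8 higher in agoshRNA), 7 between agoshRNA and pre-gRNA NTC (5 higher in agoshRNA) and 0 between gRNA and pre-gRNA NTC, where 104 had an unadjusted p-value under 0.05. Against syn-gRNA NTC it called 371 genes in agoshRNA NTC (164 higher in agoshRNA), 266 in gRNA NTC (95 higher in gRNA) and 656 in pre-gRNA NTC (236 higher in pre-gRNA). These counts depended on the test and on single libraries. edgeR called 3, 2 and 0 genes in the first 3 of these comparisons and 16, 0 and 149 against syn-gRNA NTC, with 2214 genes at an unadjusted p-value under 0.05 where it called 0 between gRNA and syn-gRNA NTC. Without syn-gRNA NTC C the last 3 counts of DESeq2 fell to 43, 18 and 104, and without syn-gRNA NTC B to 56, 23 and 117. Without syn-gRNA NTC A they were 463, 413 and 670.

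Among the few genes that separated agoshRNA NTC from gRNA and pre-gRNA NTC, 4 are described, chosen after their values were seen. RNU6-1, a gene of the spliceosomal U6 small nuclear RNA, had 196 to 394 counts in the 6 agoshRNA libraries and 2 to 17 counts in the other 18. In DESeq2 its NTC level was higher in agoshRNA by a log2 difference of 4.53 (SE 0.5, adjusted p-value 1.58e-15) against gRNA and 5.36 (SE 0.53, 8.49e-20) against pre-gRNA. The heat-shock gene HSPA6 had 408 to 547 counts in the agoshRNA libraries, 0 to 12 in the gRNA and pre-gRNA libraries and 18 to 127 in the syn-gRNA libraries. The log2 difference in DESeq2 was 6.64 (SE 0.8, adjusted p-value 6.99e-13) and 6.43 (SE 0.78, 1.85e-12). DNAJB1 differed by 2.59 (SE 0.43, adjusted p-value 1.41e-05 in DESeq2) and 2.25 (SE 0.43, 0.00121), and DNAJB6 by 0.75 (SE 0.16, 0.0152) and 0.81 (SE 0.16, 0.00384), with each of the 3 agoshRNA NTC libraries above each NTC library of both other setups. In fits of only the 6 libraries of a pair, DNAJB6 had an adjusted p-value of 1 in DESeq2 and HSPA6 and DNAJB1 were called against both setups. The agoshRNA KD and NTC libraries overlapped for each of the 4 genes.

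**Figure D3:**
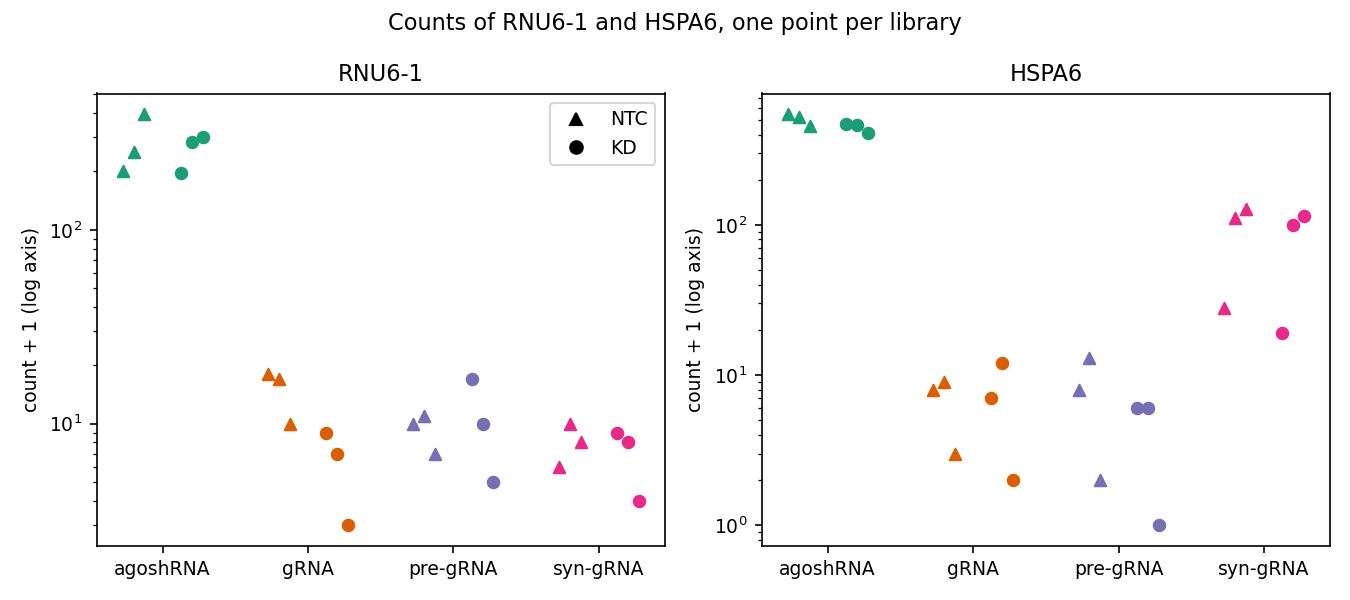
Counts plus 1 of RNU6-1 and HSPA6 on a log axis, 1 point per library, by setup (triangles NTC, circles KD). The 6 agoshRNA libraries hold 196 to 394 counts of RNU6-1 against 2 to 17 in the other 18 libraries, and 408 to 547 counts of HSPA6 against 0 to 127.

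Genes of small nucleolar RNA (snoRNA) made up 61, 54 and 102 of the genes called between syn-gRNA NTC and the agoshRNA, gRNA and pre-gRNA NTC groups, and each of these was higher in syn-gRNA. In fits of only the 6 libraries of each pair, 141 of 144, 143 of 145 and 142 of 145 snoRNA genes with a mean of at least 10 counts were higher in syn-gRNA NTC, with median log2 differences of 1.78, 1.81 and 2.18. Leaving out each library in turn, with each tested snoRNA gene, gave medians from 1.55 to 2.16, from 1.63 to 2.22 and from 2.01 to 2.38. Genes at or under 3 counts in the other group were at most 6 per fit, and setting them to their bound left the medians as they were. The same comparisons between KD groups gave medians of 2.11, 2.05 and 2.22. Protein-coding genes had medians of -0.06, -0.03 and -0.1 in the fits of the NTC groups.

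Lists fixed beforehand addressed whether targets of miR-7, interferon-response genes or stress genes moved together. Of the 16 camera tests, 0 had an adjusted p-value under 0.05, and 1 had an unadjusted p-value under 0.05. That one was the fall of 764 miR-7 seed-site genes in the gRNA setup, with a median log2 fold change of -0.066, 288 genes rising, an unadjusted p-value of 0.0257 and an adjusted p-value of 0.412 in limma. There was no call to hold under fry or an estimated correlation, where the smallest adjusted p-values in limma were 0.943 and 0.819. The letter as a term gave this list an unadjusted p-value of 0.00314 and an adjusted p-value of 0.0503 in limma. In the same fit the seed-site genes fell in the agoshRNA setup (unadjusted p-value 0.0435) and rose in the pre-gRNA setup (0.035, 473 of 776 genes rising), with an adjusted p-value of 0.174 in limma in both. The miR-7 target list also fell in the agoshRNA setup in that fit, with 8 of 26 genes rising. Its unadjusted p-value was 0.0424 and its adjusted p-value 0.174 in limma. The seed-site genes tested in the gRNA setup had a median GC content of 46.1% against 49% for all genes tested, and fold changes followed GC content in each setup. Leaving out gRNA KD C gave 0.0104 in limma, and leaving out gRNA NTC C gave 0.855. For the miR-7 target list, with 26 of 26 genes tested, 0 members had a p-value under 0.05 in DESeq2 adjusted over all genes and 0 adjusted over the list alone, in each setup. The same held for the interferon list (9 of 18 genes tested) and the stress list (15 of 15). In DESeq2, 1 member of the miR-7 target list in the syn-gRNA setup and 0 members elsewhere had an unadjusted p-value under 0.05.

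Levels of genes that mark cell types were examined as a check of the cells. Of 17 markers of noradrenergic neuroblastoma, 4 had a mean above 10 CPM and the median was 1.21 CPM. PHOX2A had a mean of 0.09 CPM, STMN2 of 0.04 and ELAVL4 of 0.03, with at most 5 counts in any library. GATA2 (35.65 CPM), TBX2 (21.96), HAND1 (21.43) and CHRNA3 (13) were the 4 above 10. Of 13 kidney-lineage markers described in the HEK293 line, 10 had a mean above 10 CPM and the median was 21.84 CPM, with HOXA9 at 98.18, HOXA10 at 85.05, HOXA11 at 43.62 and PAX2 at 10.97, while PAX8 was at 0.01. Of 14 mesenchymal neuroblastoma markers, 6 had a mean above 10 CPM and the median was 4.82 CPM. In single libraries the medians ranged from 0.39 to 2.04, from 13.96 to 35.64 and from 2.56 to 8.45 CPM for the 3 lists.

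**Figure D4:**
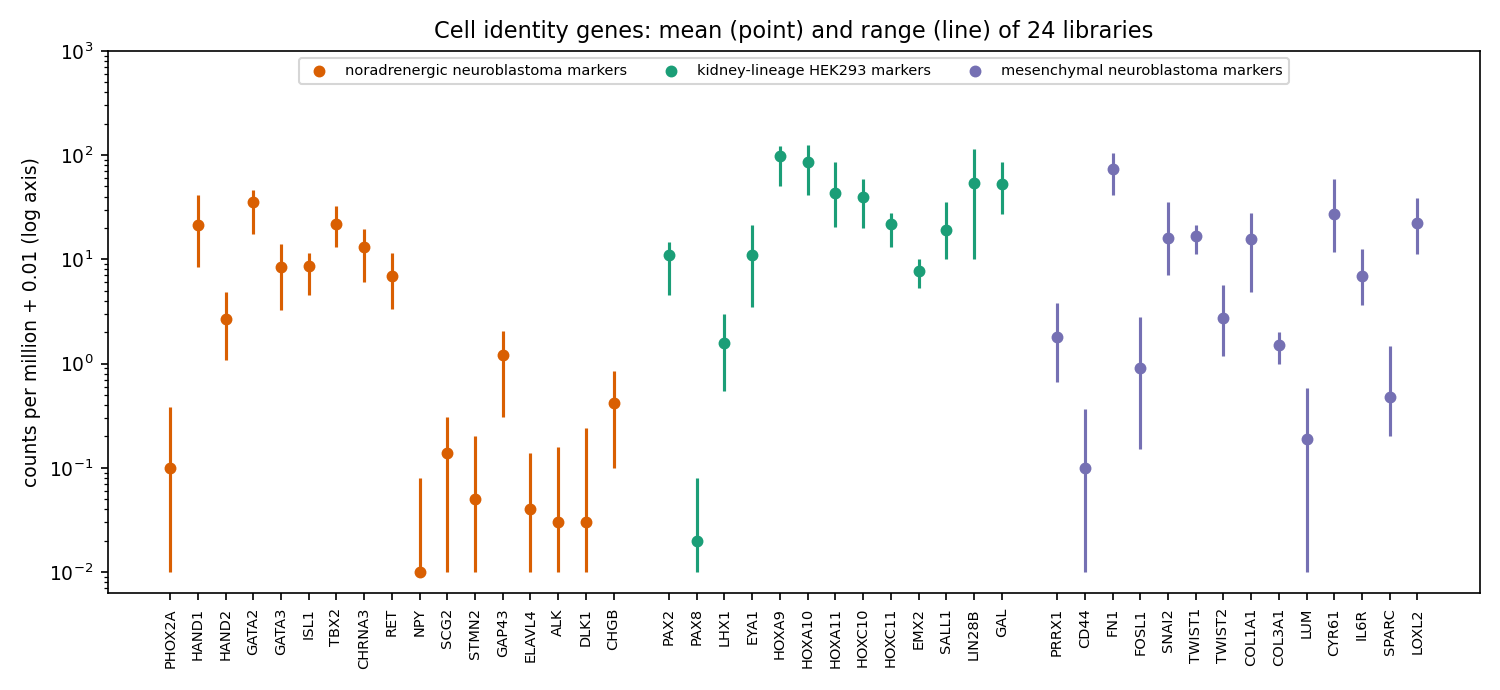
Mean (point) and range over the 24 libraries (line) of CPM plus 0.01 on a log axis, for markers of noradrenergic neuroblastoma, of the kidney-lineage HEK293 line and of mesenchymal neuroblastoma. Medians of the list means are 1.21, 21.84 and 4.82 CPM.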

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

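Every alternative that used the column letter or GC offsets, and leaving out libraries for the correlations, was chosen after seeing the data. The other alternatives were fixed beforehand. By the replicate numbers of the labels, no paired analysis was possible because nothing in the files links them to the letters of the columns, so the replicate block was not run. Same-letter KD and NTC libraries were paired instead by fitting the letter as a term. Pseudocount alternatives were not run because the tables hold counts, and no fitted value was had for CDR1-AS, or for CDR1 in the pre-gRNA setup, because of too few counts.

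The counts of genes called between KD and NTC stayed at 0 in 52 alternatives that kept all libraries, with 0 to 2460 genes at an unadjusted p-value under 0.05, and changed in 4. With the letter as a term, edgeR called 3 genes in the gRNA setup, both entries of RN7SK at a log2 fold change of 1.06 and RMRP at 1.92. In the syn-gRNA setup the letter as a term gave 1 gene with DESeq2, 9 with edgeR (7 rising, 2 falling) and 1 with DESeq2 and GC offsets. The rising genes in edgeR included the snoRNA genes SNORD21, SNORA7B, SNORA25, SNORD14D and SNORD14C, with log2 fold changes from 0.47 to 0.89. MALAT1 was among the genes called in each of these syn-gRNA fits, with log2 fold changes of 0.44, 0.45 and 0.4 and adjusted p-values of 0.0115 in DESeq2, 0.00988 in edgeR and 2.97e-05 in DESeq2 with GC offsets. It had an adjusted p-value of 1 in DESeq2 without the letter, and DESeq2 with the letter within setup in the model of all 24 libraries called 0 genes in the syn-gRNA setup, with a smallest adjusted p-value of 1 and 172 genes at an unadjusted p-value under 0.05. Its log2 fold change without the letter was 0.44 as well, so its p-value changed and the size of the change did not. Across fits that each left out a library, the syn-gRNA count ran from 0 to 1 and the other 3 setups stayed at 0, with 1 to 204 genes at an unadjusted p-value under 0.05 where the count was 0. The 1 gene, called without syn-gRNA NTC A, was WDR38 at -0.79 (adjusted p-value 0.000188 in DESeq2).

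Log2 fold changes of LINC00632 and CDR1 were never called. For LINC00632 in the syn-gRNA setup the sign reversed to 0.04 with limma-voom, 0.02 with the letter as a term and 0 in the model of all 24 libraries, all near the reported -0.02. Leaving out each library in turn gave LINC00632 from -0.68 (without KD C) to 0.45 (without KD A) in the agoshRNA setup, from -0.49 (without KD C) to 0.11 (without KD A) in the gRNA setup, from 0.1 to 0.46 in the pre-gRNA setup, and from -0.25 (without NTC A) to 0.12 (without NTC B or NTC C) in the syn-gRNA setup. CDR1 passed the filter on low counts in only 3 of the 6 such fits per setup, in which it ran from -0.74 (without NTC A) to 0.38 (without KD C) in the agoshRNA setup, from -0.8 (without NTC A) to 0.25 (without KD A) in the gRNA setup and from -0.73 to -0.29 in the syn-gRNA setup. With all libraries, limma-voom gave CDR1 -1.18, -0.96 and -0.23 and the letter as a term gave -0.76, -0.62 and -0.3 in the same 3 setups, against the reported -0.22, -0.33 and -0.39. With 0 to 132 counts per library, depth and the spread of the libraries limit these values to large changes.

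The difference of the KD effect between setups gave 0 genes in each pair under each alternative and each fit that left out a library, and the report gives the unadjusted counts with and without the letter. The correlations of fold changes kept their sign under Spearman correlation, the higher count minimum, edgeR and the letter as a term. Each was larger in size with the higher count minimum. For agoshRNA and gRNA it was 0.54 against 0.34, and for gRNA and pre-gRNA -0.59 against -0.33. Leaving out each of the 12 libraries gave r from -0.11 (without agoshRNA KD A) to 0.5 for agoshRNA and gRNA, from -0.59 to 0.31 (without agoshRNA KD A) for agoshRNA and pre-gRNA, from -0.29 to 0.19 (without agoshRNA NTC B) for agoshRNA and syn-gRNA, from -0.56 to 0.41 (without pre-gRNA NTC B) for gRNA and pre-gRNA, from -0.31 to 0.17 (without gRNA KD A) for gRNA and syn-gRNA, and from -0.16 (without pre-gRNA KD C) to 0.31 for pre-gRNA and syn-gRNA.

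Counts between NTC groups changed with the test, with the libraries in the fit and with single libraries. edgeR gave 3 genes for agoshRNA and gRNA, 2 for agoshRNA and pre-gRNA, 16 for agoshRNA and syn-gRNA, 0 for gRNA and syn-gRNA (2214 at an unadjusted p-value under 0.05) and 149 for pre-gRNA and syn-gRNA, and each of these genes was also called by DESeq2. The share of called genes higher in the first-named group moved from 80 to 100%, from 71.4 to 100%, from 44.2 to 37.5% and from 36 to 15.4% in the 4 pairs with calls in edgeR. Fits of only the 6 libraries gave 4 genes for agoshRNA and pre-gRNA, 1018 for gRNA and syn-gRNA and 1319 for pre-gRNA and syn-gRNA. Leaving out each library in turn gave 4 (without gRNA NTC A or B) to 8, 3 (without agoshRNA NTC C) to 12 (without pre-gRNA NTC C), 43 to 487, 18 to 413 and 104 to 670 genes in the order above. The lowest count of each syn-gRNA comparison was that without syn-gRNA NTC C, and those without syn-gRNA NTC B were nearly as low (56, 23 and 117). Leaving out a library of the other group gave 80 to 487, 36 to 262 and 146 to 600 genes. The cause was not tested. The comparison of gRNA and pre-gRNA NTC stayed at 0 (125 at an unadjusted p-value under 0.05 in edgeR).

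The set tests stayed above an adjusted p-value of 0.05 in limma in each fit of all libraries, but 11 of them reversed direction, with adjusted p-values far from 0.05. Without the filter on low counts these were the interferon list in the agoshRNA setup (0.667) and the pre-gRNA setup (0.59), the stress list in the gRNA setup (0.831), and the seed-site genes in the pre-gRNA setup (0.831) and the syn-gRNA setup (0.631). With members above a mean of 50 counts they were the interferon list in the agoshRNA setup (0.958) and the syn-gRNA setup (0.914) and the miR-7 target list in the syn-gRNA setup (0.958). fry reversed the stress list in the gRNA setup (0.943). The letter as a term reversed the stress list in the gRNA setup (0.653) and the miR-7 target list in the syn-gRNA setup (0.781). The cause was not tested.

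Leaving out single libraries changed calls of the set test in limma. In the agoshRNA setup the stress list ran from 0.000791 (rising, without NTC C) to 0.862, with 0.0357 (falling) without KD C, so the direction of its calls was opposite in 2 fits. Each of these 2 fits kept the same-letter partner of the library left out, so a deviation shared by the letter would enter them with opposite signs. The seed-site genes in the gRNA setup ran from 0.0104 (falling, without KD C) to 0.855, the stress list in the pre-gRNA setup from 0.0425 (falling, without NTC A) to 0.796, and the seed-site genes in the syn-gRNA setup from 0.0424 (rising, without NTC A) to 0.951. Directions also reversed, without a call, for other lists. The adjusted p-values ran from 0.206 to 0.862 for the seed-site genes in the agoshRNA setup, and from 0.525 to 0.915 for the interferon list and from 0.525 to 0.921 for the stress list in the gRNA setup. In the pre-gRNA setup they ran from 0.499 to 0.958 for the interferon list, from 0.109 to 0.98 for the seed-site genes and from 0.301 to 0.98 for the miR-7 target list. In the syn-gRNA setup they ran from 0.518 to 0.968 for the miR-7 target list and from 0.396 to 0.958 for the stress list. The direction of a list within 1 setup therefore depended on which 5 libraries were fitted for 12 of the 16 lists and setups.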

Other observations

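The tests of shared deviations of same-letter libraries, of other splits, of library size for RNU6-1 and the snoRNA genes, of intronic RNA, and the heat-shock medians in KD libraries or without single libraries were chosen only after the result was seen. Each pattern had been noticed in these data before any test of it, so each explanation below is a hypothesis found and tested on the same data.

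The cells are labelled SH-SY5Y, but most markers of noradrenergic neuroblastoma were low. GATA2, TBX2, HAND1 and CHRNA3 were the exceptions. Of the 17 markers 23.5% (4 genes) lay above 10 CPM, and PHOX2A, STMN2 and ELAVL4 had at most 5 counts per library. A mixture of SH-SY5Y cells with other cells stays open, since the list was shortened after its values had been seen and no reference profile gave the level of these genes in SH-SY5Y cells. A mesenchymal state of a neuroblastoma line would need its own markers, whose median was 4.82 CPM with CD44 at 0.09, LUM at 0.18 and SPARC at 0.47 CPM. Of the 14 markers of this state 6 lay above 10 CPM, so the list does not rule it out. They were FN1 (72.73 CPM), CYR61 (27.24), LOXL2 (22.14), TWIST1 (16.65), SNAI2 (15.97) and COL1A1 (15.68). A candidate explanation is that the cells were of the HEK293 line or a related line, since the median over the 13 kidney-lineage markers was 21.84 CPM against 1.21 CPM for the noradrenergic list. For the same reasons the prediction written for the longer noradrenergic list was not tested, and this explanation stays open. PAX8 (0.01 CPM) and LHX1 (1.57 CPM) of the kidney-lineage list were low, and LIN28B (53.78 CPM) and GAL (53.25 CPM) of that list are also expressed in neuroblastoma. Of 11 genes seen before the lists were written, 7 lay above 10 CPM and the median was 69.94 CPM, with IRS4 at 181.65 and TH at 0 CPM. No reference profile of either line and no genotypes were used here, so the identity of the line stays open. Apart from the mesenchymal state, no biological explanation was tested. If the cells were not SH-SY5Y, this could also bear on the low counts at the CDR1 locus, which was not tested.

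The libraries varied along an axis that held 68.4% of the variance and crossed the groups. Library size explained a share of 0.01 of it. The loadings followed the GC content of the genes with rho -0.82 across genes, and with rho -0.71 among 78 ribosomal protein genes, which share a function and expression level, so a GC-dependent step of library preparation may have contributed. GC content was not the whole of it, since after removal of the GC trend the deviations of same-letter KD and NTC libraries still correlated with r of at least 0.49. The loadings followed transcript length less closely, with rho 0.3 across genes and a median rho of 0.16 among genes binned by GC content, so length does not replace GC content and a smaller part of it stays open. A growth or density difference between the days on which cells were transfected, shared by the KD and NTC of a letter, stays open and was not tested.

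Unadjusted p-values under 0.05 were rarer in the comparison of KD with NTC than the 5% that chance gives. Low depth does not explain this, because among genes with a mean above 1000 counts the highest share was 0.25%. Deviations shared by same-letter libraries, which inflate the spread within both arms alike, are a candidate explanation. With the letter as a term the share of all tested genes with an unadjusted p-value under 0.05 rose by at least 0.53 points in each setup. In DESeq2 this share then stayed under 5% in 3 of the 4 setups and was 5.4% in the pre-gRNA setup. Among genes with a mean above 1000 counts it was 1.61, 0.41, 17.33 and 3.71% in the agoshRNA, gRNA, pre-gRNA and syn-gRNA setups. The DESeq2 fit of all 24 libraries with the letter within setup gave 2.01, 4.52, 1.48 and 0.85% of all tested genes in that order. In edgeR with the letter the share of all tested genes was 2.29, 3.97, 13.14 and 6.13%. How much of the deficit the letter accounted for therefore depended on the test, the model and the level of the genes.

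In each of the 4 setups, 10 of the 10 splits of the 6 libraries gave as many genes as KD against NTC, since that count was 0. The splits that gave the most genes mostly set libraries apart by letter. They gave 7426 genes in the agoshRNA setup (KD A, KD C and NTC A against the others), 3287 in the gRNA setup (KD A, NTC A and NTC B), 10041 in the pre-gRNA setup (KD A, KD C and NTC C) and 1723 in the syn-gRNA setup (KD A, KD C and NTC A). With the letter as a term the real split gave 0, 0, 0 and 1 genes. For the lists, 10 of the 10 splits gave as many as the 0 lists of the real split in each setup. For the differences of the KD effect, 20 of the 20 drawn regroupings gave as many genes as the 0 found in each of the 6 pairs.

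For the NTC groups, 4 of the 10 splits of the 6 libraries gave as many genes as agoshRNA against gRNA, 3 of 10 as agoshRNA against pre-gRNA and 10 of 10 as gRNA against pre-gRNA, where the real count was 0. For syn-gRNA against agoshRNA, gRNA and pre-gRNA, 1 of the 10 splits, the real one, gave as many genes in each case, with 362, 1018 and 1319 genes in fits of the 6 libraries against at most 24, 1 and 4 in another split. The design of 3 against 3 allows no smaller share, and setup, delivery and batch cannot be told apart. The highest other splits of the first 3 comparisons gave 2931, 6439 and 4892 genes.

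The correlations of log2 fold changes between setups may stem in part from GC content. After removal of the GC trend the median ratio of the correlation to its earlier value was 0.41, with ratios from 0.27 to 0.62 over the 6 pairs. Among genes with a mean of at least 50 counts a larger share remained for gRNA and pre-gRNA (-0.59 before and -0.36 after). The same held for agoshRNA and gRNA (0.54 and 0.35), but not for the other pairs. Of the 6 correlations over all tested genes 4 were negative. Each of these turned positive when 1 library was left out (0.31, 0.19, 0.41 and 0.17), in fits that kept its same-letter partner. With all libraries and the letter as a term they stayed negative. The signs are not read for or against a shared effect of the depletion, since much of their size went with GC content and genes are not replicates.

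RNU6-1 stood at 20.66 ± 6.95 CPM (SD, n = 6) in the agoshRNA libraries and at 0.59 ± 0.3 CPM in the other 18, a ratio of 35.11. The total counts differed by a ratio of 0.94. The summed CPM of the other full-length U6 copies had a ratio of 0.86, and a list of other short nuclear and polymerase III RNAs had a median ratio of 0.55, so neither a rise of U6 snRNA from its other copies nor an uneven recovery of short RNAs gives a rise of this gene alone. A candidate explanation is that reads came from vector sequence, since hairpin vectors often carry the promoter or a part of the U6 gene. The vector sequence was not used here and this was not tested. Guide plasmids often carry a U6 promoter as well, and their libraries did not show the rise.

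HSPA6, DNAJB1 and DNAJB6 were higher in agoshRNA NTC than in gRNA and pre-gRNA NTC. With GC offsets the log2 differences were at least 1.01 times those without, which argues against GC content. A heat-shock response of the cells may explain the pattern. Of 10 further targets of heat-shock factors, 10 were higher in both comparisons, with medians of 0.76 against gRNA and 0.54 against pre-gRNA. Each of the 10 had an adjusted p-value of 1 in DESeq2 by itself, and with GC offsets HSPB1 (0.0151), DNAJA1 (0.0207) and CHORDC1 (0.0209) were called against gRNA. The medians rested in part on agoshRNA NTC B, without which they were 0.49 and 0.39, and without agoshRNA NTC A they were 0.84 and 0.81. The KD libraries gave medians of 0.63 and 0.59 for the same genes, with 10 of 10 higher. The agoshRNA vector was given with its own transfection conditions, and whether the reagent, the vector, the absence of CasRx or a batch raised these genes cannot be separated in this design.

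snoRNA genes were higher in syn-gRNA NTC than in the other NTC groups. With GC offsets the smallest ratio of the median to that without was 0.94, and the median total count differed by a ratio of 1.13 at most, which argues against both as the cause. A larger share of intronic or unspliced RNA would raise antisense and sense-intronic genes too, and their medians were 0.05, 0 and -0.04 against agoshRNA, gRNA and pre-gRNA (0.1, 0.06 and 0.05 with GC offsets), with members that went both ways. Of the called antisense and sense-intronic genes, 35 of 37, 86 of 129 and 110 of 155 were higher in syn-gRNA, so this explanation stays open. How poly(A)-selected libraries came to hold more snoRNA, for example through a batch of library preparation or a response to the delivery of a synthetic guide, could not be separated.

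WDR38 (ENSG00000136918.7_3, hg19 chromosome 9, 127615696 to 127620169, plus strand) was chosen after its values were seen. In the syn-gRNA setup it had 61.1 ± 1 CPM (SD, n = 3) in KD and 87.8 ± 25 CPM in NTC, with a log2 fold change of -0.55 (SE 0.21, adjusted p-value 1 in DESeq2). It was called at -0.79 without syn-gRNA NTC A and at -0.49 in edgeR with the letter as a term (adjusted p-value 0.00307). In the other setups its log2 fold changes were 0.06, 0.49 and -0.28. The KD libraries lay between 60 and 61.9 CPM and the NTC libraries at 59.4, 97.6 and 106.5 CPM. The guide sequences were not used here, so a match to this gene was not tested.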
